# POWERDRESS-mediated histone deacetylation is essential for thermomorphogenesis in *Arabidopsis thaliana*

**DOI:** 10.1371/journal.pgen.1007280

**Published:** 2018-03-16

**Authors:** Celine Tasset, Avilash Singh Yadav, Sridevi Sureshkumar, Rupali Singh, Lennard van der Woude, Maxim Nekrasov, David Tremethick, Martijn van Zanten, Sureshkumar Balasubramanian

## Abstract

Ambient temperature affects plant growth and even minor changes can substantially impact crop yields. The underlying mechanisms of temperature perception and response are just beginning to emerge. Chromatin remodeling, via the eviction of the histone variant H2A.Z containing nucleosomes, is a critical component of thermal response in plants. However, the role of histone modifications remains unknown. Here, through a forward genetic screen, we identify POWERDRESS (PWR), a SANT-domain containing protein known to interact with HISTONE DEACETYLASE 9 (HDA9), as a novel factor required for thermomorphogenesis in *Arabidopsis thaliana*. We show that mutations in *PWR* impede thermomorphogenesis, exemplified by attenuated warm temperature-induced hypocotyl/petiole elongation and early flowering. We show that inhibitors of histone deacetylases diminish temperature-induced hypocotyl elongation, which demonstrates a requirement for histone deacetylation in thermomorphogenesis. We also show that elevated temperature is associated with deacetylation of H3K9 at the +1 nucleosomes of *PHYTOCHROME INTERACTING FACTOR4 (PIF4)* and *YUCCA8 (YUC8)*, and that *PWR* is required for this response. There is global misregulation of genes in *pwr* mutants at elevated temperatures. Meta-analysis revealed that genes that are misregulated in *pwr* mutants display a significant overlap with genes that are H2A.Z-enriched in their gene bodies, and with genes that are differentially expressed in mutants of the components of the SWR1 complex that deposits H2A.Z. Our findings thus uncover a role for *PWR* in facilitating thermomorphogenesis and suggest a potential link between histone deacetylation and H2A.Z nucleosome dynamics in plants.

## Author summary

Plant growth and development is influenced by a variety of external environmental cues. Ambient temperature affects almost all stages of plant development but the underlying molecular mechanisms remain largely unknown. In this paper, the authors show that histone deacetylation, an important chromatin remodeling processes, is essential for eliciting warm temperature-induced growth responses in plants; a process called thermomorphogenesis. The authors identify POWERDRESS, a protein known to interact with HISTONE DEACETYLASE 9, as a novel player essential for thermomorphogenesis in Arabidopsis. Another chromatin remodeling mechanism that is known to play a role in thermal response is the eviction of histone variant H2A.Z containing nucleosomes. Through transcriptome studies and meta-analysis, the authors demonstrate statistical associations between gene regulations conferred through PWR-mediated histone H3 deacetylation and those conferred by histone H2A.Z eviction/incorporation dynamics. This study identifies a novel gene that is essential for thermomorphogenesis and points to a possible link between two seemingly distinct chromatin-remodeling processes in regulating gene expression in plants.

## Introduction

Ambient temperature is one of the major environmental factors that has a significant impact on plant growth and development [1]. Minor changes in temperature can modulate life history traits such as flowering time and seed set [2, 3]. Elevated temperatures modulate plant growth and development in a process termed “thermomorphogenesis” that results in a suite of phenotypes, including an increase in hypocotyl elongation, petiole elongation and early flowering [1]. Thermomorphogenesis is also associated with a dampening of defense responses [4]. The molecular basis of thermal response is just beginning to emerge and involves changes at the level of transcription [1]. Recent work suggests that thermal cues are in part perceived through the phytochrome photoreceptors [5, 6]. For example, phyB has been shown to bind to the promoters of its target genes in a temperature-dependent manner modulating transcriptional response to temperature [5].

One of the other molecular events involved in thermal response is chromatin remodeling. Warm temperatures have been shown to lead to the eviction of the H2A.Z nucleosomes associated with thermo-responsive genes, improving chromatin accessibility resulting in changes in gene expression [7, 8]. H2A.Z nucleosome dynamics appears to be critical not only for temperature responses, but also for general response to external stimuli [9, 10]. H2A.Z deposition is often negatively correlated with gene expression; it is enriched in gene bodies of the “responsive genes”, and *h2a*.*z* mutants display mis-regulation of genes associated with response to the environment [9–11]. The incorporation of H2A.Z on to nucleosomes is mediated through the SWR1 complex in Arabidopsis that consists of proteins encoded by *ACTIN RELATED PROTEIN 6 (ARP6)*, *SWC6* and *PHOTOPERIOD INDEPENDENT EARLY FLOWERING 1 (PIE1)*. Mutations in these genes result in pleiotropic phenotypes [12–15]. In contrast to our understanding of the temperature-induced eviction of H2A.Z-nucleosomes, very little is known about the global role of other chromatin remodeling processes such as histone modifications in ambient temperature response [1, 16].

A central integrator in the transcriptional network regulating thermomorphogenesis is *PHYTOCHROME INTERACTING FACTOR 4 (PIF4)*, which encodes a transcription factor that mediates several temperature-associated phenotypes [1, 17–22]. PIF4 is regulated at multiple levels via complex transcriptional and post-transcriptional regulatory mechanisms in response to temperature [1]. PIF4 subsequently regulates downstream target genes, primarily through transcription [1]. For example, PIF4 induces temperature-induced hypocotyl elongation by stimulating auxin biosynthesis via direct binding to the promoters of auxin biosynthesis genes, including *YUCCA8* [17–19, 23]. Thus, transcriptional responses at multiple levels play critical roles in governing temperature responses in plants.

Here, we identify POWERDRESS (PWR), which is known to interact with HISTONE DEACETYLASE 9 (HDA9) [24, 25], as a novel factor that is essential for thermomorphogenesis in *Arabidopsis*, and uncover a central role for histone deacetylation in mediating thermal responses. We demonstrate that blocking histone deacetylation abolishes temperature-induced hypocotyl elongation. We further show that histone deacetylation is required for the expression of *PIF4* and *YUC8*. Furthermore, we found that elevated temperature is associated with H3K9 deacetylation at the +1 nucleosomes of *PIF4* and *YUC8* and that *PWR* is required for this response. Through RNA-seq experiments, we show that *PWR* suppresses defense gene expression at elevated temperatures. Meta-analysis using of our data and other published datasets revealed a significant overlap between genes that are mis-regulated in *pwr* with those that are modulated through H2A.Z-nucleosome dynamics. Overall, our findings reveal a global role for histone deacetylation in thermal response. In addition, our findings also suggest a statistical association between two distinct chromatin remodeling mechanisms *viz*. histone H3 deacetylation and H2A.Z nucleosome dynamics, in regulating gene expression that extends beyond thermal responses.

## Results

Elevated temperatures result in increased hypocotyl elongation in *Arabidopsis thaliana* [23]. To identify new genes that facilitate thermomorphogenesis, we carried out a forward genetic screen for temperature-insensitivity in hypocotyl elongation. T-DNA insertion lines [26] allow simultaneous screening of phenotypes at multiple conditions. We screened more than 7000 lines at 23°C and 27°C for attenuated response in temperature-induced hypocotyl elongation and identified 4 potential mutants with altered thermal response. One of the lines that carried an insertion at At3g52250/*POWERDRESS (PWR)* displayed a severely diminished thermal response in hypocotyl elongation (Fig 1A and 1B, *pGxE<0*.*0001*). We next examined additional independent lines having T-DNA insertions at this locus and found that these also display a reduced thermal response, which suggests that *PWR* is essential for temperature-induced hypocotyl elongation (Figs 1B and S1). An *ems-*induced mutant for *PWR (pwr-1)* has been previously isolated as an enhancer of *agamous* [27]. This *pwr-1* allele in the L*er* background also displayed an impairment of temperature-induced hypocotyl elongation (Fig 1B, *pGxE<0*.*0001*), which was complemented in the *pPWR*::*PWR-GFP* line. This independently confirms that *PWR* is the causal locus for the attenuated thermal response (Fig 1B).

**Fig 1:**
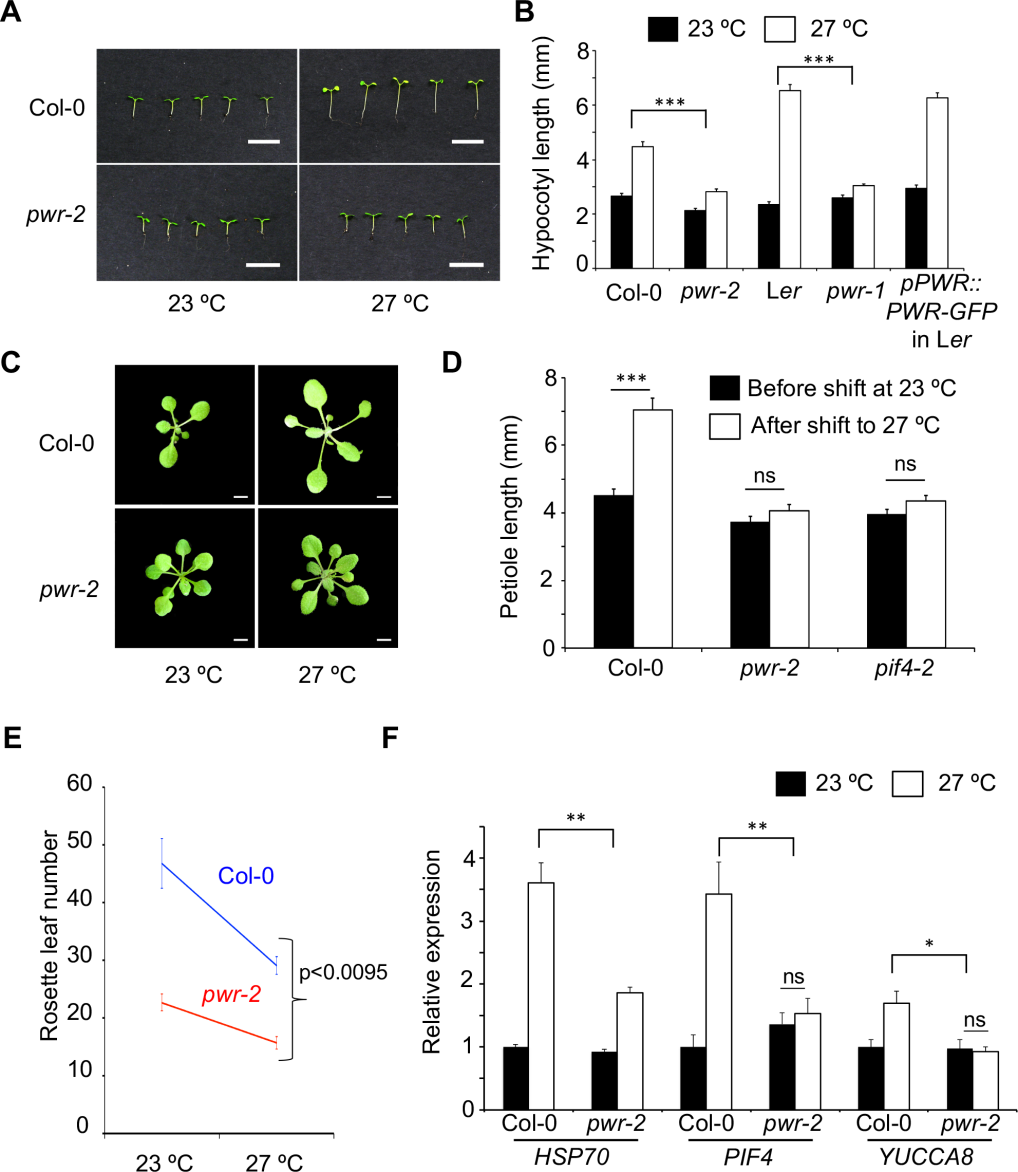
Mutations in *PWR* attenuate thermal responses. A) Hypocotyl lengths of *pwr-2* compared to Col-0 at two different temperatures in short days. B) Hypocotyl length of various genotypes at different temperatures. The *p-value* for the GxE interactions is shown above the bar graphs. *pwr-2* is in the Col-0 background. *pwr-1* and *pPWR*::*PWR-GFP* are in the L*er* background. N = 15 for all samples. C) Petiole elongation of Col-0 and *pwr-2* two days after shift to 27°C. The same plants are shown before and after the shift. D) Quantification of petiole elongation. N = 23–45. E) Flowering time measured as rosette leaf number in Col-0 and *pwr-2* at 23°C and 27°C with *p-valu*e for GxE interaction. F) Relative expression levels of *HSP70*, *PIF4* and *YUCCA8* in Col-0 and *pwr-2*, in 2-week old seedlings at 23°C and 27°C. Data are averages from three independent biological replicates, with each representing approximately 25–30 seedlings. *p-value* for the GxE interaction is shown. *p-values*: ***<0.0001, **<0.001, *<0.05, ns = not significant. Error bars represent standard error. Scale bars: A – 10 mm; C – 5mm.

To assess whether mutations in *PWR* specifically affects hypocotyl elongation, or generally impairs thermomorphogenesis, we evaluated other temperature-associated phenotypes. Elevated temperatures increase petiole length [17] (S2A Fig) and plants, when shifted from 23°C to 27°C display an elongated petiole within 2 days (Fig 1C and 1D). This marked response to temperature-shift was not observed in *pwr-2* mutants (Fig 1C and 1D). Higher temperatures result in early flowering in Arabidopsis [3]. While mutations in *PWR* also result in early flowering [27] (S2B Fig), the thermo-sensitivity of floral induction was significantly reduced in *pwr-2* (Fig 1E, *pGxE<0*.*0095*). In addition, *pwr-2* mutants appeared smaller than wild type plants (S2B Fig), which suggests that there is a general impairment of plant growth. The observed reduction in temperature-sensitivity correlated with an attenuated response in the temperature-induced expression of *HSP70*, *PIF4* and *YUCCA8* (Fig 1F), genes known to be induced [3, 17, 19] upon elevated temperatures. Taken together these results suggest that *pwr* mutants are generally impaired in thermomorphogenesis.

The attenuated expression of *PIF4* and *YUCCA8* in *pwr-2* (Fig 1F) suggests that *PWR* is required for temperature-induced auxin biosynthesis, which could be the underlying mechanism for the impaired thermal response in hypocotyl elongation. *PWR* expression remained mostly unaltered in the *pif4-2* mutants (S3 Fig), which suggests that *PIF4* does not regulate *PWR* at the transcriptional level. Consistent with the idea that *PWR* and *PIF4* act in the same genetic cascade, the *pif4 pwr* double mutants were not significantly different from either single mutant, *i*.*e*. no additive or antagonistic interactions were observed in temperature-induced hypocotyl elongation (Figs 2A and S4A). However, *pwr* and *pif4* mutants significantly differ in their flowering phenotype with the *pwr* mutants displaying early flowering at both 23°C and 27°C [27–29] (Fig 1E). We found *pwr-2 pif4-2* and *pwr-2 pif4-101* double mutants to be early flowering similar to *pwr-2* mutants (Figs 2B and S4B). This early flowering at 27°C was associated with an increase in *FT* expression, which suggests that the loss-of-*PWR* can overcome the proposed *PIF4* requirement [28] for *FT* expression at high ambient temperatures (Fig 2C).

**Fig 2:**
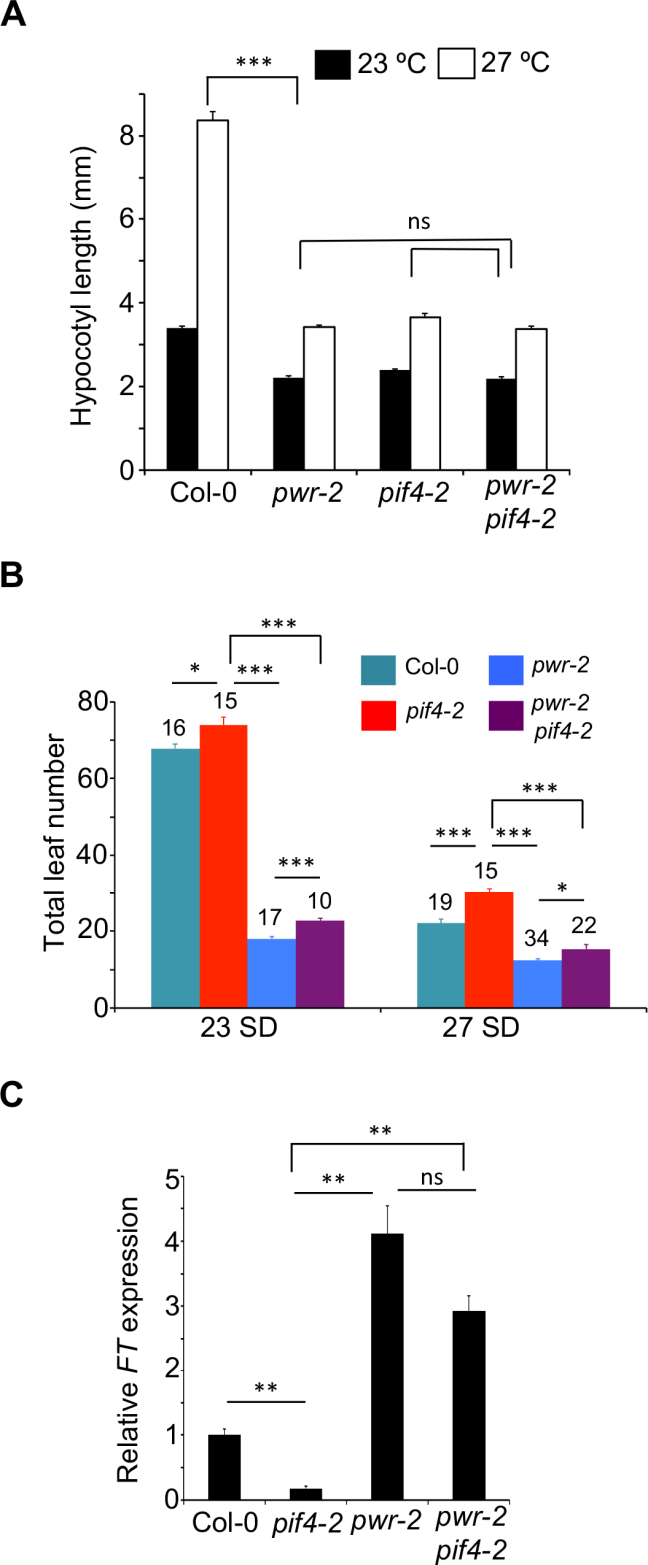
*PWR* acts upstream of *PIF4*. A) Hypocotyl lengths of various genotypes at 23°C and 27°C. *p-values* for the corresponding GxE interactions determined through ANOVA are shown. B) Flowering time measured as total leaf number in *pif4-2 pwr-2* double mutants compared to single mutants at two different temperatures in short days (please see S4 Fig for the data with *pif4-101)*. Number of plants and the *p-values* determined by Student’s t-test are shown above bar graphs. C) Relative *FT* expression levels in different genotypes at 27°C. The data is normalized against the Col-0 reference with *TUBULIN* as internal control. Error bars represent standard error. *p-values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.

PWR contains a SANT domain that has been suggested to play role in regulating chromatin accessibility by mediating the interaction between histone tails and the histone modifying enzymes [30]. To assess whether the acetylation status of histones modulate temperature-induced hypocotyl elongation, we grew plants in presence of histone acetylation/deacetylation inhibitors. While we did not detect any difference in hypocotyl length in the presence of histone acetylation inhibitor curcumin (S5 Fig), temperature-induced hypocotyl elongation was severely compromised in plants grown in the presence of different histone deacetylase (HDAC) inhibitors; *viz*. sodium butyrate, Droxinostat, CP64434 hydrate or Trichostatin A (Figs 3A, S6A and S6B). Western blots confirmed inhibition of deacetylation with an increase in acetylated proteins in the presence of sodium butyrate (S6C Fig). These findings confirm that histone deacetylation is essential for thermomorphogenesis. Comparison of the effect of HDAC inhibitors on *pwr-2* mutants, with wild type Col-0, revealed significant drug x temperature (Figs 3B and S6B) and drug x genotype (S6D Fig) interactions confirming that the effect of histone deacetylation depends on the genotype and temperature. The effect of HDAC inhibitors were less pronounced in *pwr-2* compared to Col-0, suggesting that *PWR* acts in the same pathway that is targeted by the HDAC inhibitors. Correlating with the phenotypes, there was a reduction in temperature-induced expression of *YUCCA8* and *PIF4* in presence of HDAC inhibitors (Figs 3C and S6E). Recent studies have shown that PWR physically interacts with HDA9 to target specific loci across the genomes and cause H3K9 deacetylation [24, 25]. Consistent with our findings, we found that *hda9* mutants also displayed attenuated responses in temperature-induced hypocotyl elongation (Fig 3D). Taken together these data suggests that PWR-mediated histone deacetylation is essential for thermomorphogenesis in Arabidopsis.

**Fig 3:**
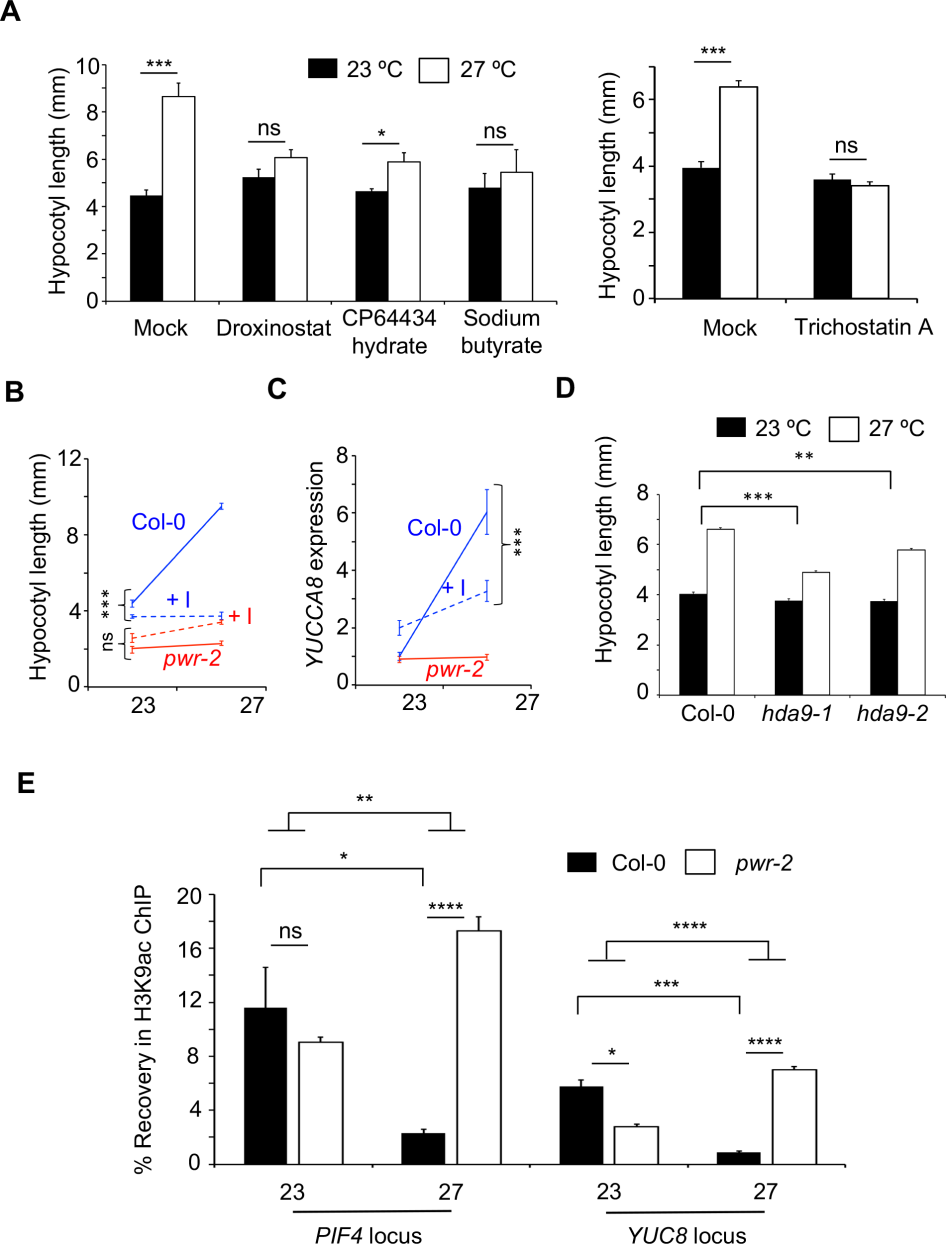
Histone deacetylation is essential for temperature-induced hypocotyl elongation. A) Hypocotyl lengths of Col-0 plants grown in presence of different deacetylase inhibitors (at 10uM except for Trichostatin A (1uM) and a mock control at 23°C and 27°C. *p-values* for differences in hypocotyl elongation between 23°C and 27°C determined by a Student’s t-test N>15. B) Quantitative genetic interaction between genotype and histone deacetylase inhibition. The reaction norms for hypocotyl length in Col-0 (blue) and *pwr-2* (red) are shown in the presence (dashed lines, +I) or absence (solid lines) of Droxinostat. The drug x genotype interaction is shown. C) Reaction norms of the expression levels of *YUCCA8* in Col-0 and *pwr-2*. The drug x genotype interaction for Col-0 is shown. D) Hypocotyl lengths of *hda9* mutants at 22°C or 27°C. N>200. E) Recovery of the DNA fragments spanning the +1 nucleosomes at the *PIF4* and *YUC8* locus after immunoprecipitation of the nuclei with anti-H3K9ac antibodies through ChIP experiments. Error bars indicate standard error. *p-values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.

Elevated expression of *PIF4* and *YUC8* is required for temperature-induced hypocotyl elongation [17–19, 23]. Since temperature-induced hypocotyl elongation also requires PWR-mediated histone deacetylation, we assessed the H3K9 acetylation status of the +1nucleosome of *PIF4* and *YUC8* at different temperatures in Col-0 and *pwr-2* using ChIP experiments. We observed a significant reduction in H3K9acetylation levels at 27°C compared to 23°C in Col-0 (Fig 3E); consistent with our finding (Figs 3C and S6E) that histone deacetylation is required for *PIF4/YUC8* expression at higher temperatures. However, in *pwr-2* mutants, this reduction was not seen and H3K9 hyperacetylation was observed at the +1 nucleosomes of both at *PIF4* and *YUC8* locus at 27°C (Fig 3E). The hyperacetylation of H3K9 in *pwr-2* compared to Col-0 suggests that PWR either directly or indirectly modulates *PIF4* chromatin. Alternatively, the temperature-induced eviction of the +1 nucleosome at *PIF4* and *YUC8* in response to warm temperature may be compromised in *pwr-2* mutants.

Histone deacetylation is typically associated with down regulation of gene expression [31]. The requirement of PWR for thermomorphogenesis therefore indicates that down regulation of gene expression is also critical for a proper thermal response. To obtain further insights into *PWR-*mediated transcriptional regulation in response to temperature, we compared the *pwr-2* and Col-0 transcriptomes at 23°C and 2-hours after a shift to 27°C, in 6-day old seedlings. 

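Whole 6-day-old seedlings of wild-type Col-0 and the *pwr-2* mutant were kept at 23°C or moved to 27°C for 2 hours, and their RNA was sequenced as paired-end reads of 90 bp. There were 2 biological replicates in each of the 4 groups, grown as about 100 seedlings of each genotype. The authors removed ribosomal RNA reads, aligned the rest to the TAIR10 genome, counted the fragments on each gene for which both reads aligned, and deposited these counts without normalization. The tables list 33602 genes, of which 133 are encoded in the chloroplast and 146 in the mitochondria. The total count was 7379650 and 15733741 in replicates 1 and 2 of Col-0 at 23°C, and 14067321 and 15338955 in those of Col-0 at 27°C. In *pwr-2* it was 10820853 and 13966181 at 23°C, and 13220834 and 10009884 at 27°C.
From the deposited counts, library sizes were normalized by edgeR's TMM method, genes with low counts were removed by its filterByExpr function, and groups were compared by its quasi-likelihood test. The replicate number was a block in each fit, because the paper's methods account for a batch effect between replicates. Each comparison was fitted on its own 4 libraries, and the interaction of genotype and temperature on all 8. The spread between replicates was unequal. Of 19844 nuclear genes, 30.5% differed more than 2-fold between the replicates of Col-0 at 23°C, 20.5% in Col-0 at 27°C, 14.3% in *pwr-2* at 23°C and 12.2% in *pwr-2* at 27°C. Pearson's r of log2 levels between replicates, taken across these genes, which are not independent replicates, was 0.842, 0.919, 0.940 and 0.954 in the same order. The share of counts on chloroplast and mitochondrial genes also varied within groups. It was 6.77% (95% Wilson interval 6.75% to 6.79%) and 0.296% (0.293% to 0.299%) in the replicates of Col-0 at 23°C, and 6.49% (6.48% to 6.51%) and 0.0374% (0.0364% to 0.0385%) in those of *pwr-2* at 23°C. At 27°C it was 1.28% (1.28% to 1.29%) and 0.397% (0.394% to 0.400%) in Col-0, and 3.29% (3.29% to 3.31%) and 2.12% (2.11% to 2.13%) in *pwr-2*. These intervals cover counting error only.

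**Figure D1:**
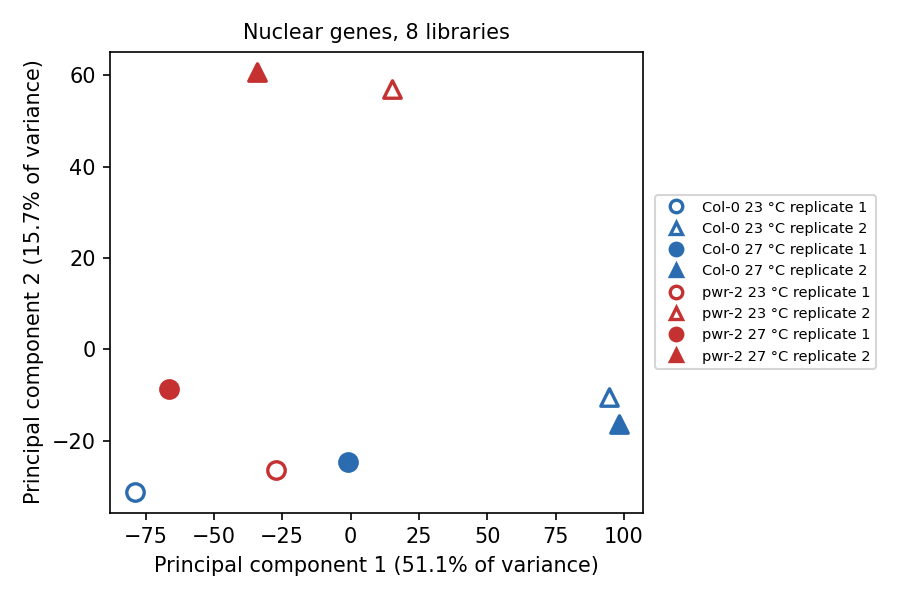
Principal components 1 and 2 of log2 levels of nuclear genes, in arbitrary units, with 1 point for each of the 8 libraries. Component 1 holds 51.1% of the variance, and the replicates of Col-0 at 23°C lie at -79.0 and 94.6 on it. Those of Col-0 at 27°C lie at -0.833 and 98.1.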

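The mutated gene itself, *PWR* (AT3G52250), lies on chromosome 3 from 19376138 to 19383369 on the + strand of TAIR10.1, with 5 exons. Its level was 66.2 ± 12.9 CPM (counts scaled to 1e6 per library; SD, n = 2) in Col-0 and 13.4 ± 2.94 (SD, n = 2) in *pwr-2* at 23°C. At 27°C it was 62.4 ± 27.4 (SD, n = 2) in Col-0 and 16.0 ± 5.81 (SD, n = 2) in *pwr-2*. All 4 *pwr-2* libraries lay below all 4 Col-0 libraries. The log2 fold change of *PWR* in *pwr-2* was -2.32 at 23°C (standard error 0.347, adjusted p = 0.976 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.95 at 27°C (standard error 0.260, adjusted p = 0.0376 from the same edgeR test). Thus even the loss of the mutated gene did not pass the threshold at 23°C in the edgeR test. Standard errors of edgeR fold changes were worked back from the statistic of this test, and do not measure the spread between replicate pairs.
Between *pwr-2* and Col-0 at 27°C, 202 of 19324 genes had an adjusted p under 0.05 in the edgeR test, 160 of them higher and 42 lower in *pwr-2*. At 23°C none of 19170 genes did, while 868 had an unadjusted p under 0.05, against 3256 at 27°C. The count at 27°C moved with the settings, from 0 with upper-quartile normalization to 924 with DESeq2 and the same replicate block, which gave 46 genes at 23°C. With DESeq2's prior on fold changes the counts were 867 and 35.
Among the genes past the threshold that changed the same way in both replicate pairs, 3 that rose most at 27°C were at or under 3 counts in both Col-0 libraries at that temperature, so only a lower bound can be given. *BGL2* (AT3G57260), a beta-1,3-glucanase gene on chromosome 3 from 21188397 to 21189967, was at least 43.0-fold higher in *pwr-2*, with 116 and 88 counts in its replicates. AT5G52390, which encodes a PAR1 protein, was at least 61.0-fold higher, with 162 and 127 counts, but it also had 190 counts in replicate 1 of Col-0 at 23°C. AT1G30190 was at least 29.8-fold higher, with 127 and 18 counts, and was not past the threshold in DESeq2. The genes that fell most were AT4G36850, which encodes a PQ-loop repeat protein (log2 fold change -5.81, standard error 0.533), AT2G15880, a leucine-rich repeat gene (-4.51, standard error 0.672), and *SBP3* (AT3G23800), a selenium-binding protein gene (-4.45, standard error 0.485). The size of the AT2G15880 fall rested largely on 1 library, with -2.76 and -5.53 in the replicate pairs. It was -1.61 without replicate 2 of Col-0 at 27°C. Here and below, fits that left out 1 library also left out the replicate block.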

Interestingly, the number of differentially expressed genes (DEGs) between Col-0 and *pwr-2* was substantially higher at 27°C (867 DEGs), than at 23°C (36 DEGs) (Fig 4A and 4B, S1 and S2 Tables). Analysis of the transcriptomes at 23°C and 27°C identified 30 genes to be differentially expressed in Col-0, while 623 genes were differentially expressed in *pwr-2* (Fig 4A). Thus, the loss of *PWR* resulted in global mis-regulation of transcription at 27°C; this suggests that PWR dampens transcriptional response to elevated temperatures. 

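Within Col-0, none of 19386 genes had an adjusted p under 0.05 between 27°C and 23°C in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the lowest was 0.870. At an unadjusted p under 0.05 there were 756 genes. Within *pwr-2*, 80 of 19050 genes passed the threshold, of which 70 were higher and 10 lower at 27°C, and 3440 had an unadjusted p under 0.05. With DESeq2 and the replicate block, 34 genes passed in Col-0 and 636 in *pwr-2*, and with its prior on fold changes 30 and 623. Over nuclear genes alone, the edgeR test gave 0 genes in Col-0 and 586 in *pwr-2*. The replicates of the temperature difference resembled each other more in *pwr-2* than in Col-0. Across genes, which are not independent replicates, Pearson's r between the difference in replicate 1 and that in replicate 2 was 0.0731 in Col-0 and 0.412 in *pwr-2*. The common biological coefficient of variation was 0.264 in Col-0 and 0.202 in *pwr-2*.
Among the genes past the threshold in *pwr-2* that moved the same way in both replicate pairs, *CYP71B22* (AT3G26200), a cytochrome P450 gene, rose at least 17.7-fold, with 75 and 33 counts at 27°C against 1 and 2 at 23°C. This gene had 141 counts in replicate 1 of Col-0 at 23°C and 2 in replicate 2. AT5G38910, a cupin gene, rose by a log2 fold change of 4.96 (standard error 0.346), and *GLIP1* (AT5G40990), a GDSL lipase gene, by 4.55 (standard error 0.489). In Col-0 at 23°C, AT5G38910 had 149 and 0 counts in replicates 1 and 2, and *GLIP1* 259 and 0. Across fits that each left out 1 library, the rise in *pwr-2* ran from 3.06 to 6.52 for AT5G38910. For *GLIP1* it ran from 3.46 to 6.57. The genes that fell most were *IRT1* (AT4G19690; -3.71, standard error 0.402), AT1G69140 (-2.56, standard error 0.226) and *CCS* (AT1G12520; -2.25, standard error 0.214). The change of *IRT1* was -3.76 in replicate 1 and -0.21 in replicate 2. Its fall thus rested largely on the 380 counts of *pwr-2* at 23°C replicate 1. A fit without this library and without the replicate block gave 3.46.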

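The number of genes past a threshold depends on the size of the differences and on their spread between replicates. The median size of the log2 fold change between *pwr-2* and Col-0 was 0.30 over all genes tested at 23°C and 0.34 at 27°C, and 1602 and 2993 genes differed more than 2-fold. The temperature differences had a median size of 0.23 in Col-0 and 0.24 in *pwr-2*, with 1119 and 1432 genes over 2-fold. The genotype difference repeated between the replicate pairs at 27°C and not at 23°C. Across genes, which are not independent replicates, Pearson's r between the difference in replicate 1 and that in replicate 2 was 0.526 at 27°C and -0.0922 at 23°C, and 63.9% and 51.2% of genes went the same way in both. Across 19936 genes, the genotype difference at 27°C also had an r of 0.722 with the difference between replicates 1 and 2 of Col-0 at 23°C, libraries that do not enter it. The 2 are not independent, because the replicate difference of Col-0 had an r of 0.655 between the temperatures across nuclear genes.
Whether the response to temperature differed between the genotypes was tested by the interaction term over all 8 libraries. None of 19936 genes had an adjusted p under 0.05 for it in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest adjusted p in this edgeR test was 0.926, and 915 genes had an unadjusted p under 0.05. Between the replicate pairs, the interaction had an r of 0.472 across genes, with 58.1% of them going the same way. With DESeq2, 25 genes had an interaction past the threshold, and 22 with its prior on fold changes, all towards a higher response in *pwr-2*. On simulated counts with this design, the edgeR test recovered 60 of 200 genes given an interaction of 2 on the log2 scale. These counts had a replicate effect common to both genotypes, unlike the data, so recovery in the data may differ. From the larger numbers of DEGs at 27°C than at 23°C and in *pwr-2* than in Col-0, the paper concludes that the loss of *PWR* mis-regulates transcription globally at 27°C, and proposes that PWR dampens the transcriptional response to elevated temperature.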

While the majority of mis-regulated genes were up regulated in *pwr-2* at 27°C, consistent with the role of PWR in histone deacetylation, most of the genes that were induced by higher temperatures in Col-0 (S3 Table) failed to do so in *pwr-2* mutants (S7 Fig).

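Of the genes past the edgeR threshold between *pwr-2* and Col-0 at 27°C, 79.2% were higher in *pwr-2*. The share was 66.0% without a filter on low counts and 64.5% with at least 10 counts in every library, and 59.3% (514 higher and 353 lower) with DESeq2 and its prior. 
S3 Table lists 11 genes as induced by 27°C in Col-0, most of them heat-shock genes. Their median log2 fold change between the temperatures was 2.61 in Col-0 and 1.74 in *pwr-2*. No gene of the list passed the threshold in Col-0 in the edgeR test, and 1 did in *pwr-2*. This was AT5G12110, which encodes an elongation factor 1-beta, with a log2 fold change of 2.39 in *pwr-2* (standard error 0.155, adjusted p = 0.0384 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.95 in Col-0 (adjusted p = 0.870 from the same edgeR test). All 11 genes rose in both replicates of Col-0, with medians of 2.59 and 2.47. In *pwr-2*, 10 of them rose in replicate 1, with a median of 3.43, and 8 in replicate 2, with a median of 0.58. The response in *pwr-2* minus that in Col-0 had a fitted median of -1.68, with 10 of 11 genes below 0. It was 0.70 in replicate 1 and -2.28 in replicate 2. No gene of the list had an interaction past the threshold over all genes tested or adjusted over the list alone, nor an unadjusted p under 0.05. With any of 7 libraries left out in turn, fits without the replicate block gave a median of -2.45 to -1.06. Without replicate 2 of *pwr-2* at 23°C such a fit gave 1.69, so in these fits the sign rested on this library.
This library had high levels of these genes before the shift. *HSP17.6II* (AT5G12020), for example, had 3 and 561 counts in the *pwr-2* replicates at 23°C and 61 and 220 at 27°C, against 10 and 5 counts in Col-0 at 23°C and 170 and 68 at 27°C. The list was chosen on these Col-0 libraries. In 40 simulations with the same temperature response in both genotypes, the 11 genes with the lowest edgeR p for a rise in Col-0 were taken. Their median response in *pwr-2* minus that in Col-0 was -2.44 (range -3.83 to -1.31), and the observed value on the same scale was -0.53. All 40 simulations lay below the observed value, and the paper chose its list by DESeq2, so the simulations do not match the data. They cannot decide how much of the observed difference comes from the choice of genes. Over 20 heat-shock genes chosen before the data were examined, the mean log2 level relative to all libraries was -1.69 and 1.21 in *pwr-2* at 23°C, and 0.62 and 1.27 in *pwr-2* at 27°C.

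**Figure D2:**
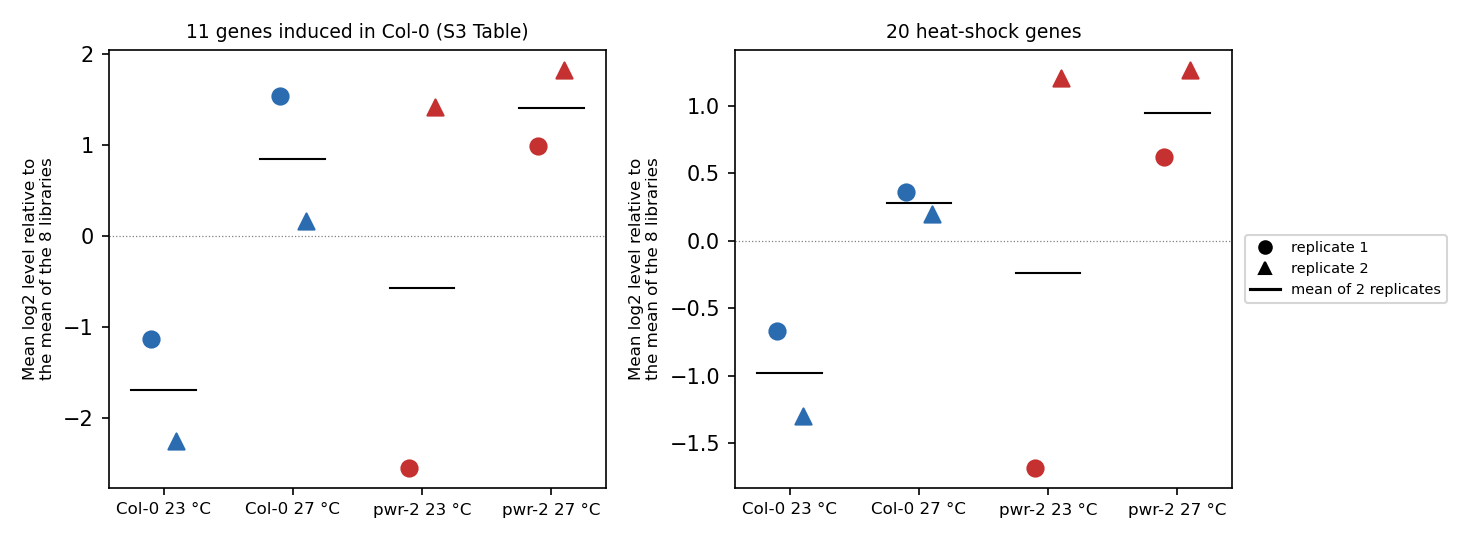
Mean log2 level, relative to the mean of the 8 libraries, of the 11 genes induced in Col-0 and of 20 heat-shock genes. Each point is a library and each line the mean of 2 replicates. Replicate 2 of *pwr-2* at 23°C, at 1.41 for the 11 genes, lies above both Col-0 libraries at 23°C, at -1.13 and -2.25.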

**Fig 4:**
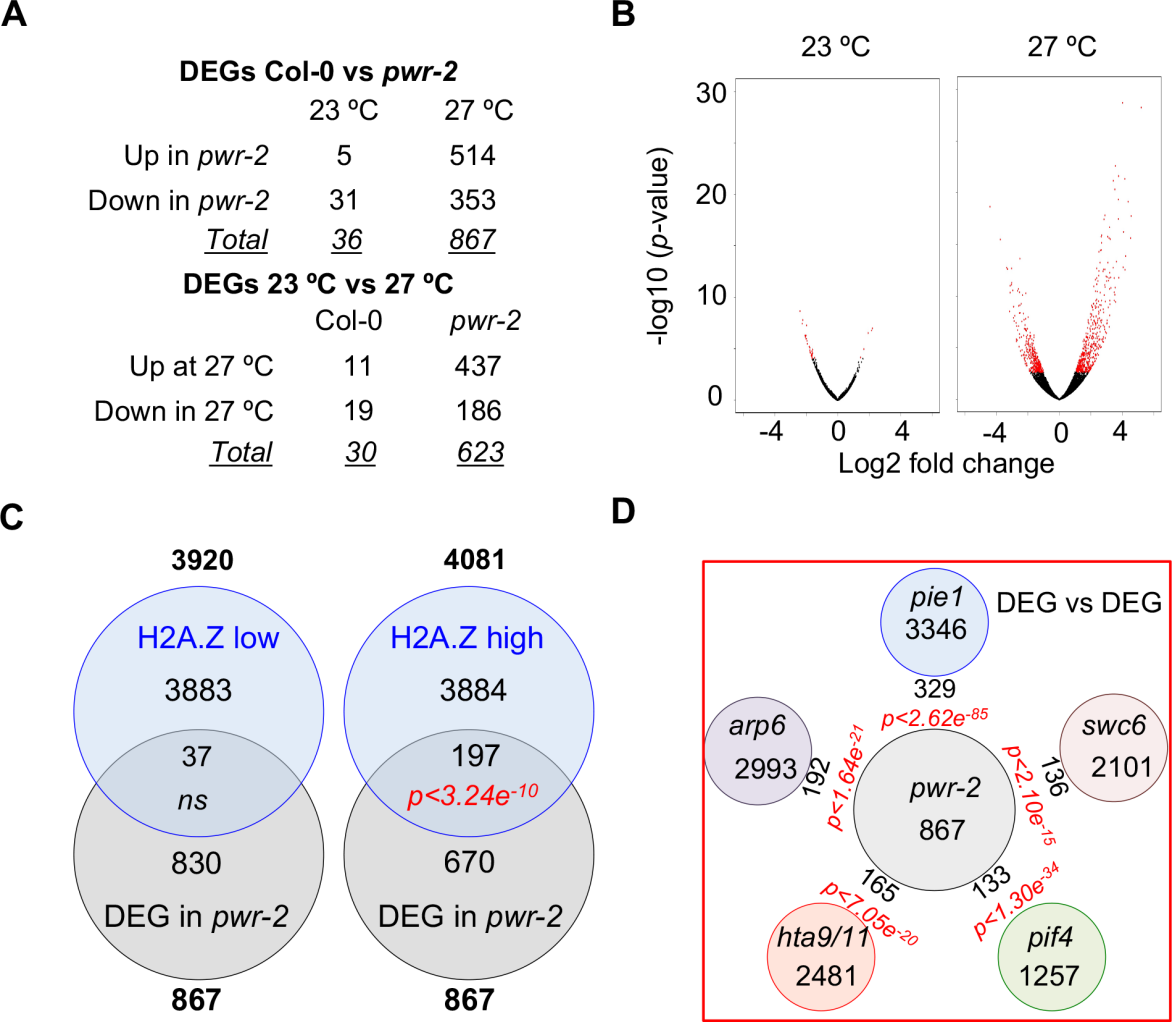
Transcriptome analysis suggests a link between *PWR*-mediated histone deacetylation and H2A.Z nucleosome dynamics. A) Number of DEGs (padj<0.05) between Col-0 and *pwr-2* in seedlings grown at 23°C and/or shifted to 27°C for 2-hours. B) Volcano plots revealing massive mis-regulation of the *pwr-2* transcriptome at high temperatures. Red dots represent DEGs between *pwr-2* and Col-0. C) Overlap of DEGs between *pwr-2* and Col-0 at 27°C with genes that are low-H2A. Z or high-H2A.Z enriched in gene bodies. Total number of DEGs is shown in bold. The H2A.Z data are from [9]. D) Overlap of DEGs between *pwr-2* and Col-0 at 27°C with DEGs in *pie1*, *swc6*, *arp6*, *hta9/hta11* and *pif4*.

Gene Ontology (GO) analysis of the DEGs between Col-0 and *pwr-2* at 27°C showed enrichment for GO terms associated with “response” (S4 Table, *Fisher Test with Yekutieli correction*). In addition to enrichment for genes associated with “response to temperature stimuli” *(p<7*.*4e*^*-6*^*)*, various other response terms were also enriched (S4 Table. e.g., response to: chemical stimuli *(p<8*.*7e*^*-59*^*)*, stress *(p<3*.*7e*^*-42*^*)*, carbohydrate *(p<7*.*1e*^*-25*^*)*, other organism *(p<9*.*5e*^*-25*^*)*, water *(p<3*.*4e*^*-21*^*)*, defense *(p<6*.*3e*^*-21*^*)*, hormone *(p<1*.*6e*^*-19*^*)*, ethylene *(p<4*.*1e*^*-12*^*))*. This suggests that PWR, in addition to being involved in temperature response may be generally associated with the transcriptional regulation of “response” genes. A similar GO enrichment profile for “response” was previously reported for genes with high H2A.Z enrichment in gene bodies (here after called high-H2A.Z) [9]. Therefore, we considered whether the genes that are differentially expressed in *pwr-2* overlap with H2A.Z-enriched “response” genes. To assess the significance, we computed the hypergeometric probabilities for the overlap. In addition, we generated 100,000 random pairs of gene lists from Arabidopsis genome, analyzed the overlaps between each pairs of the gene lists, calculated their hypergeometric probabilities and generated a simulated distribution. We then compared where the hypergeometric probabilities for the overlap of analyzed DEGs fell in this distribution (S8 Fig).

We next conducted a meta-analysis of our *pwr* transcriptome data and the published H2A.Z data [9], where genes have been identified with high (high-H2A.Z) or low (low-H2A.Z) H2A.Z enrichment in their gene bodies. A significant overlap was detected between high H2A.Z genes and the DEGs between *pwr-2* and Col-0 (*p<3*.*24e*^*-10*^, *hypergeometric probability test*). In contrast, no significant overlap was found between low-H2A.Z genes and the DEGs between *pwr-2* and Col-0 (Fig 4C). This suggests that the expression of a significant subset of H2A.Z-enriched genes is regulated by PWR.

To assess whether histone acetylation is generally associated with H2A.Z enrichment, we carried out meta-analysis of publicly available data on H3K9acetylation across the genome with H2A.Z enrichment [9, 32]. While H3K9acetylation overlapped with both high-H2A.Z (850/1984, S9A Fig, *p<2e*^*-7*^, *hypergeometric probability test*) and low-H2A.Z (1134/1984, S9A Fig, *p<1*.*71e*^*-60*^, *hypergeometric probability test*) genes, we observed significant overlap of DEGs in *pwr-2* only with H3K9acetylated genes that are also enriched for H2A.Z in their gene bodies (S9B–S9D Fig), which suggests that PWR preferentially modulates high-H2A.Z genes.

Although our findings suggested a statistical association between PWR-mediated histone deacetylation and H2A.Z enrichment, the observed overlap with H2A.Z-enriched genes could be attributed to the thermal transcriptome, as warm temperature also affects H2A.Z nucleosome dynamics [7]. To assess whether there is a general association between H2A.Z enrichment and PWR/HDA9-mediated transcriptional regulation, we carried out a similar meta-analysis with genes that were reported to be differentially expressed in *pwr-2* and *hda9* mutants in published studies, unrelated to temperature but associated with plant aging and flowering [24, 25]. Despite the differences in the sampled tissue, developmental states, growth conditions as well as different research groups being involved, the pattern was similar, where a significant overlap was observed with high-H2A.Z but not with the low-H2A.Z genes (S9 Fig and S10A–S10C Fig). Of the 4081 high H2A.Z genes, we detected 1068 (26%, *p<3*.*79e*^*-29*^, *hypergeometric probability test*) to be differentially expressed in *pwr* and/or *hda9* (S10D Fig). These findings suggest that the statistical association between H2A.Z enrichment and PWR/HDA9 mediated transcriptional regulation not restricted to thermal transcriptome and hints at a potential association between H2A.Z nucleosome dynamics and histone H3 deacetylation.

Histone H3 deacetylation and H2A.Z nucleosome dynamics are two fundamental, yet distinct chromatin-remodeling processes that modulate gene expression in response to diverse environmental stimuli [31, 33]. As our findings suggested a possible previously unexplored potential link between these two, we tested whether changes in gene expression conferred through H2A.Z nucleosome dynamics overlaps with those mediated through histone H3 deacetylation. To assess this, we compared the *pwr-2* and *hda9* mutant transcriptomes with published transcriptomes of H2A.Z mutants *hta9/hta11* (defective for two out of the three H2A.Z encoding genes) [34] and of mutants in components of the SWR1 complex *(arp6 (ACTIN RELATED PROTEIN 6)*, *pie1 (PHOTOPERIOD INDEPENDENT EARLY FLOWERING 1) & swc6)*, which deposits H2A.Z in nucleosomes. In addition, we included the transcriptome for the mutant in *PIF4*, a proposed downstream component of H2A.Z nucleosome dynamics [21, 35]. Here as well, despite the differences in the sampled tissue, developmental states, growth conditions and research groups involved, we observed a significant overlap between the DEGs for all the transcriptomes (Figs 4D and S11–S16), which further supports that there is potential nexus between histone deacetylation and H2A.Z nucleosome dynamics in regulating gene expression.

Among the analyzed transcriptomes, the most significant and discernible overlap was seen with *pie1*, followed by *pif4* (Figs 4D and S11–S17); exhibiting more significance than those of *swc6*, *arp6* or *hta9/hta11* (Figs 4D and S11–S17). *PIE1* also encodes a SANT domain containing protein[13], and its role in the SWR1 complex is well studied [14, 36]. We found *pie1* mutants to display a reduced hypocotyl and petiole elongation response to high temperature, like *pwr-2*, although the effect was less pronounced (S18 Fig). Double mutants of *pwr-2 pie1-6* resembled the *pwr-2* mutants, suggesting that *pwr-2* is epistatic to *pie1* (S18 Fig). Both *PIE1* and *PIF4* play critical roles in plant defense [21, 34, 37]. 

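Defense genes were examined through a list of marker genes fixed before the data were examined, such as pathogenesis-related genes. Of its members, 50 could be tested between *pwr-2* and Col-0 at 27°C. Their median log2 fold change was 1.18, and 39 were higher in *pwr-2* and 11 lower. The list ranked above the other genes by limma's camera test with a preset inter-gene correlation of 0.01 (p = 3.03e-11, two-sided), but fry, which estimates the correlation, gave p = 0.0656. In the replicate pairs, 38 and 39 of the 50 genes were higher in *pwr-2*, 33 of them in both. Of the members, 6 passed the threshold over all genes tested, all higher in *pwr-2*, and 24 did when adjusted over the list alone. The median was lowest, at 0.72, in genes with at least 10 counts in every library. Of 51 members, 47 (92.2%) had the same sign in the difference between *pwr-2* and Col-0 at 27°C and in that between replicates 1 and 2 of Col-0 at 23°C, among them 38 of the 39 that were higher in *pwr-2*.
At 23°C the median of 43 members was -0.39, under 0.05 by camera and not by fry, with opposite signs in the replicate pairs, -0.80 and 0.26. Between 23°C and 27°C the median of the list was -0.45 in Col-0, again by camera alone, and 0.97 in *pwr-2*, where both camera and fry gave a p under 0.05. The fall in Col-0 came from replicate 1, with -0.94, while replicate 2 gave 0.02, and without replicate 1 of Col-0 at 23°C the median was 0.27. In *pwr-2* both replicates rose, by 0.95 and 0.91. The interaction of genotype and temperature over 51 members had a median of 1.29, under 0.05 by camera and not by fry. It was 2.00 in replicate 1 and 0.66 in replicate 2, and across fits that each left out 1 library it ran from 0.30, without replicate 1 of Col-0 at 23°C, to 2.21, without replicate 2 of the same group. No member passed the threshold for the interaction over all genes tested or adjusted over the list alone, and 14 had an unadjusted p under 0.05.

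**Figure D3:**
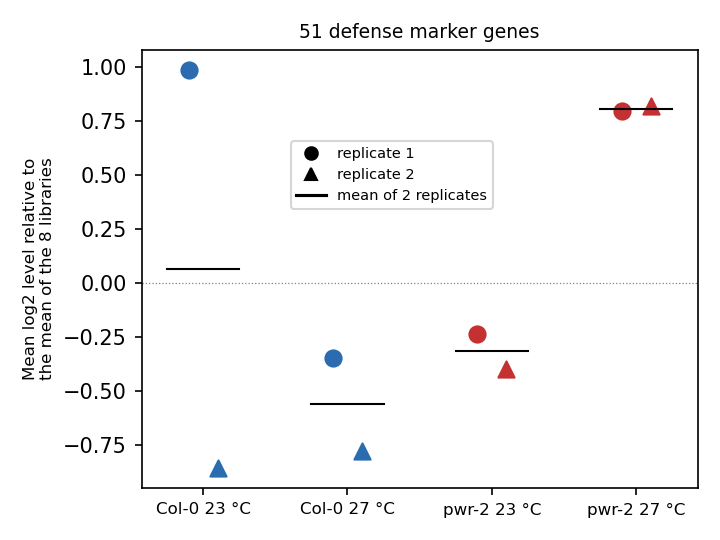
Mean log2 level of 51 defense marker genes, relative to the mean of the 8 libraries. Each point is a library and each line the mean of 2 replicates. The *pwr-2* libraries at 27°C lie at 0.80 and 0.82, above the Col-0 libraries at 27°C, at -0.34 and -0.77, while the Col-0 libraries at 23°C lie apart, at 0.99 and -0.86.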

Defense responses are dampened at higher temperatures [4] and the up regulation of defense response genes in *pwr-2* suggests that *PWR* mediated histone deacetylation could be critical in suppressing defense gene expression at elevated temperatures (S5 Table).

## Discussion

We have demonstrated that *PWR* is required for thermomorphogenesis. Previous studies showed roles for *PWR* in diverse developmental processes including floral determinacy, flowering and senescence [24, 25, 27]. The mechanism through which PWR acts on these processes appears to involve transcriptional regulation by facilitating histone H3 deacetylation. PWR modifies acetylation status through its physical interaction with HDA9 that results in histone deacetylation at specific loci across the genome [24, 25]. Histone deacetylation has been previously shown to be essential in both developmental processes and abiotic stress response [31]. Our results demonstrate that PWR-dependent histone deacetylation is also required for ambient temperature-response in plants.

Chromatin remodeling, through the eviction of H2A.Z-nucleosomes has been previously shown to be critical for thermosensory responses in plants [7]. Our findings on PWR add another layer of chromatin remodeling that is essential in mediating transcriptional responses to temperature. PWR acts at the level of chromatin in conferring thermal response and is thus an upstream factor in the thermosensory response in plants. Our genetic analysis supports this hypothesis. Nevertheless, it remains unclear as to how temperature information is transduced to the PWR/HDA9 complex to regulate these chromatin-remodeling events.

Interestingly, mutations in SWR1 complex components such as *arp6* and *pie1* result in contrasting temperature-induced hypocotyl phenotypes. While *arp6* has long hypocotyls even at lower temperatures [7], mutations in *pie1* result in relatively shorter hypocotyls even at elevated temperatures. The inability of *pie1* mutants to respond to elevated temperature, like *pwr* mutants, reveals the complexity at the level of chromatin remodeling governing thermal responses. It is possible that *PIE1* being a SANT-domain containing protein may have additional roles independent of the SWR1-complex. The striking overlap of *pwr-2* transcriptome with *pie1* when compared to the overlap with *arp6*, *swc6* and *hta9/hta11*, the distinct phenotypes of *pie1* and its genetic interaction with *pwr-2* suggest a broader role of *PIE1;* some of which may be H2A.Z-independent and associated directly or indirectly with the histone deacetylation cascade regulated by PWR.

*PIE1* also plays a critical role in regulating the expression of defense genes and the role of *PIE1* in defense also differs from *ARP6*, *SWC6* and *HTA9/HTA11*[34, 37]. Trade-off between thermosensory growth and defense has recently been suggested to be coordinated by *PIF4*[21]. Our analysis of the up-regulated genes in the *pwr-2* transcriptome also revealed an enrichment of GO terms associated with defense (S5 Table). The strong overlaps of *pwr-2* transcriptome with *pie1* and *pif4* warrants further experiments to test whether PWR-mediated histone H3 deacetylation may also play a role in regulating gene expression changes that are associated with the tradeoff between growth and defense. It is also currently unknown whether *pwr* mutants indeed display enhanced disease resistance, which would be explored in future research. Although *PWR* is required for *PIF4* expression, we do not rule out the possibility that *PWR* may also be required down stream of *PIF4* in regulating defense gene expression.

We have demonstrated that histone deacetylation is an essential aspect of thermomorphogenesis in Arabidopsis and presented data demonstrating a statistical association between gene regulation by histone H3 deacetylation and gene regulation conferred by H2A.Z nucleosome dynamics. This statistical association may hint at a potential link between histone H3 deacetylation and H2A.Z nucleosome dynamics *in planta*. At present it is not clear whether these are independently acting mechanisms or act synergistically in regulating gene expression. Previous studies have suggested that histone H3 acetylation patterns can modulate H2A.Z nucleosome dynamics in yeast [38], whereas H2A.Z has been shown to promote H3 and H4 acetylation in mammalian cells [39, 40]. It is conceivable that these two processes can influence each other and subsequently alter chromatin accessibility resulting in up/down regulation of gene expression. The observed statistical associations are consistent with such a possibility. For example, the absence of *PWR* results in hyperacetylation at the *PIF4* locus; but a consequent reduction in gene expression was observed. Although histone deacetylation is typically associated with suppression of gene expression, there are examples where a need for histone deacetylation for gene expression has been documented. For example, histone deacetylase Hos2 has been shown to be required for gene activity [41, 42]. Loss of Hos2 abolishes cAMP-dependent expression of mating-type genes in *Ustilago maydis* [42]. Our observation that reduction in gene expression associated with hyperacetylation at the *PIF4* locus is also consistent with HDAC inhibitor studies, which show that blocking histone deacetylation results in compromised induction of *PIF4* in response to elevated temperatures. It is conceivable that the eviction of H2A.Z-containing +1nucleosome at *PIF4* locus in response to high temperature may require histone H3 deacetylation. Studies in yeast implicated a role for histone deacetylase complex in H2A.Z nucleosome dynamics [43]. However, clearly further studies would be required to explore this potential link. Exploring the mechanistic basis of this connection at a genome-wide scale would be an exciting avenue for future work.

## Materials and methods

### Plant material and phenotyping

All mutants were in the Col-0 background unless otherwise specified. All T-DNA insertion lines as well as most of the mutant lines used in this study were obtained from the European Arabidopsis Stock Centre. *pwr-1*, *pwr-2*, *hda9-1*, *hda9-2*, *hda6* and *hda19* mutants have been described [27, 44–46]. *pwr-1* and *pPWR::PWR-GFP* lines were gifted by Prof. Xuemei Chen and *pif4-101* is from Prof. Christian Fankhauser. All double mutants were obtained by crossing and confirmed by genotyping. Hypocotyl and petiole length measurements were done as described previously[47]. Briefly, seeds were sterilized, sown on Murashige-Skoog media and then stratified for 2 days at 4°C in dark. The plates were then transferred to CU41L5-Percival growth chambers (Percival Inc, Canada) at 23°C or 27°C in short day conditions (8 hour light / 16 hour dark) and grown vertically for 10 days. For the T-DNA screening, more than 20 seedlings representing each of the 7000 T-DNA lines were grown at 23°C and 27°C and the seedlings were visibly inspected for attenuated response. To quantify the hypocotyl elongation, subsequently, plates with plantlets were imaged and the hypocotyl length was measured using Image J (NIH). All T-DNA lines used in subsequent analysis described in this study were confirmed by using T-DNA insertion using primers listed in the S6 Table. Flowering time measurements were done as described previously and total or rosette leaf number is used as a proxy for flowering time [3]. For the HDAC inhibitor assays all the compounds (Sigma-Aldrich) were dissolved in the described concentration in DMSO and the solvent lacking the compounds was used as a mock control.

### DNA/RNA analyses

DNA and RNA extractions were done as described previously [48]. For gene expression studies DNAse I (Roche)-treated 1ug of total RNA was used for cDNA synthesis using the First strand cDNA synthesis kit (Roche) and the resulting cDNA was diluted and used for realtime PCR analysis with a Lightcycler 480 system (Roche) with SYBR green. The specific primers used for real-time PCR analysis are in S6 Table. Relative expression levels were obtained using the ΔΔcT method [49] using either *UBIQUITIN* or *TUBULIN* as internal controls.

### ChIP experiments and western blots

ChIP experiments were done using a standardized protocol with modifications [50]. Briefly, approximately 1.5g of 10-day old Col-0 and *pwr-2* seedlings grown on plates were collected fixed in formaldehyde. Fixed samples were crushed in liquid nitrogen and the nuclei were isolated from them. The isolated nuclei were subjected to sonication and the sonicated sample was taken for immunoprecipitation. IP was carried out with anti-H3K9ac antibodies (AbCam-ab10812) and the enrichment was analyzed through PCR with the primers described in S6 Table. Western blots were done as described previously [51]. Equal amounts of protein were loaded onto a sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), followed by electrophoresis and transfer to Protran BA85 nitrocellulose membranes (Whatman, Germany). Transferred proteins were visualized by Ponceau S red staining. Plant protein samples obtained from *A*. *thaliana* (20 seedlings), were homogenized in 250 μL of Laemmli loading buffer [52].

### Transcriptome studies

RNA-seq analysis was done as described previously [53]. About one hundred 6-day-old seedlings of Col-0 and *pwr*-2 each were grown at 23°C in short days (SD) in growth chambers (GR-36, Percival Scientific, Canada). Half of the samples were moved to 27°C. Tissue from whole seedlings were collected for RNA extraction from both 23°C and 27°C after 2-hours. Two biological replicates were used. Total RNA was extracted from two biological replicates using Isolate II RNA plant kit (Bioline Pty Ltd, Australia). The libraries were prepared and sequenced on an Illumina platform by paired-end sequencing of 90 bp in length at BGI-Shenzen (Beijing Genomics Institute). *FastQC* (http://www.bioinformatics.babraham.ac.uk/projects/fastqc) was used to perform the initial quality control check of the transcriptome data. *SortmeRNA* was used to filter the rRNA sequences from the datasets, using its default rRNA databases comprising of 16S, 18S 23S and 28S rRNAs[54]. The reads for each sample were aligned to *Arabidopsis thaliana* TAIR 10 genome using *Tophat2 (v2*.*1*.*0)* [55] and *bowtie2 (v2*.*1*.*0)* [56]. Raw abundance counts were obtained from the Bio conductor-R-subread package using *featureCounts (v1*.*4*.*5)* [57] from the output produced by *Tophat2*. Only fragments with both reads successfully aligned (specified through–p and–B parameters in *featureCounts*) were considered for summarization. The resulting lists of abundance counts were used as an input data for *DESeq2 (v1*.*14*.*1)* [58] differential expression analysis pipeline. For differential expression analysis and estimation of dispersions across libraries in *DESeq2*, batch effect between replicates was accounted for through a negative binomial GLM as described previously [53]. Genes with a padj<0.05 (Benjamini-Hochberg corrected p-values) were termed as differentially expressed genes (DEGs). The gene lists generated through the analysis of differential expression were used in the online program AgriGO to identify enriched GO terms [59]. Additional gene lists for overlap analysis were either obtained from published data [9, 21, 24, 34, 37]. Overlaps between gene lists were tested through hypergeometric probabilities as well as through simulation studies performed in R. To simulate a distribution, 100,000 random gene lists of comparable sizes to the gene lists that were analyzed (500–2000 genes) were generated from Arabidopsis and the hypergeometric probabilities for the overlaps of such random gene lists were computed. The hypergeometric probabilities for the overlaps observed in the simulated dataset were calculated using hypergeometric probability function in R. The RNA-seq data presented in this paper is available in GEO repository with the accession number GSE101782.

## Supporting information

S1 Fig Identification of other *pwr* alleles. A) T-DNA insertion lines at the *PWR* locus in the Col-0 background, the location of the insert and their corresponding Salk identifiers. Of these *pwr-2* has been previously described [27]. The location of primers used to analyze expression is shown in blue. B) Hypocotyl lengths of different *pwr* alleles at 23°C and 27°C short days. The *p-values* for G x E between the different *pwr* alleles and Col-0 is shown. C) Relative expression levels of *PWR* different mutant alleles grown 23°C and 27°C short days. The *pwr-5* and *pwr-6* alleles have higher *PWR* expression and thus are not RNA-null alleles. The *p-values* for the difference in *PWR* expression between *pwr* alleles and Col-0 at 23°C determined through a Student’s t-test is shown. No significant differences were observed between 23°C and 27°C. Error bars indicate standard error. *p- values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.
(TIF) Click here for additional data file.

S2 Fig Growth differences between Col-0 and *pwr-2* at 27°C. A) Petiole length of Col-0 and *pwr-2* at 23°C and 27°C. The number of petioles measured is shown above the bars. The *p-values* for the difference in petiole lengths between temperature determined through Student’s t-test is shown above the bars. The *p-value* for G x E interaction is also shown at the top. B) *4*-week old Col-0 and *pwr-2* plants grown at 27°C in short days. Note the compact stature and early flowering in *pwr-2* compared to Col-0. Error bars indicate standard error. *p- values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.
(TIF) Click here for additional data file.

S3 Fig *PWR* expression is unaffected in *pif4-2* mutants. Relative expression levels of *PWR* in Col-0 (black) and *pif4-2* (white) at different temperatures (23°C and 27°C) in long (LD) and short (SD) days are shown. Expression is normalized against the *PWR* expression levels in Col-0 for each condition and *TUBULIN* was used as an internal control. *PWR* expression levels in *pwr-2* (grey) are shown as a negative control. Error bars indicate standard error. *p- values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.
(TIF) Click here for additional data file.

S4 Fig Analysis of the genetic interactions between *pwr-2* and *pif4-101*. A) Hypocotyl lengths of various genotypes at 23°C and 27°C. *p-values* for the corresponding GxE interactions determined through ANOVA are shown. B) Flowering time of *pif4-2 pwr-101* double mutants compared to single mutants at two different temperatures. Number of plants and the *P-values* determined through Student’s t-test are shown above bar graphs. Error bars indicate standard error. *p- values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.
(TIF) Click here for additional data file.

S5 Fig Inhibition of histone acetylation does not affect thermomorphogenesis. Hypocotyl elongation in Col-0 and *pwr-2* mutants observed in plants grown in presence of 10uM of curcumin, an inhibitor or histone acetyl transferase compared to mock at 23°C and 27°C.
(TIF) Click here for additional data file.

S6 Fig Histone deacetylation is essential for thermomorphogenesis. A & B) Dose-response effect of Trichostatin-A (A, N = 9 replicates with >20 plants), and Sodium Butyrate (B, N = 8), on Col-0 (A, B) and *pwr-2* (B) at 23°C and 27°C. *p-values* shown are derived from one way ANOVA using the presence/absence of the drug as a factor. C) Western blots of crude plant extracts probed with anti-acetylated antibody from plants grown with or without Sodium Butyrate. Ponceau-S stained gel is shown as loading control. D) Reaction norms of hypocotyl lengths in Mock vs HDAC inhibitor treatment. The *p-value* for the drug x genotype interaction, determined through ANOVA is shown. E) Effect of inhibition of histone deacetylation on *PIF4* expression in seedlings grown at 23°C or 27°C with or without Sodium Butyrate at different concentrations. *p-values* are determined by one way ANOVA with temperature as a factor. Error bars represent standard error. *p- values*: ***<0.0001, **<0.001, *<0.05, ns = not significant.
(TIF) Click here for additional data file.

S7 Fig Genes up regulated in Col-0 at higher temperature are mostly attenuated in *pwr-2*. Comparison of the fold change in expression levels for the 11 genes that are up regulated at 27°C in Col-0 (blue) and their corresponding response in *pwr-2* (red).
(TIF) Click here for additional data file.

S8 Fig Distribution of hypergeometric probabilities obtained from 100,000 simulations of gene overlap analysis by sampling Arabidopsis genome. The top panel represents the frequency distribution of hypergeometric probabilities obtained through simulations. Random gene lists of 500 to 2000 genes were generated by sampling the Arabidopsis genome and the hypergeometric probability was estimated for the gene overlap. The entire analysis is repeated 100,000 times and the distribution of the probabilities is shown. To demonstrate the significance of the overlaps that are shown in this paper, the p-value distribution for those tests that yielded p<0.05 is shown in the second panel (expanded orange box). The p-values have been log-transformed to show the magnitude of the differences. Please note the differences in the scale for X-axis. The p-values for the gene overlaps for *pwr-2* and *hda9* from different labs is shown by green and black arrows respectively. The red-arrows depict the p-values for the gene overlap with DEGs in *pwr-2* from our group and the blue arrows refer to the same for the overlap between the combined dataset for *pwr-2* and other genes. Note all the p-values fall completely outside the distributions obtained through simulations.
(TIF) Click here for additional data file.

S9 Fig Overlap between H2A.Z enrichment, H3K9acetylation and PWR-dependent gene regulation. A) Overlap between genes with H3K9 acetylation and genes with either high or low H2A.Z in their gene bodies B & C) Overlap among genes that are up/down regulated in *pwr-2* with H3K9acetylated genes with high (B) or low (C) H2A.Z. The DEGs data is the union of Tasset et al (current study) and Kim et al [25] study from seedlings. D & E) Overlap among genes that are up/down regulated in *hda9* with H3K9acetylated genes with high (B) or low (C) H2A.Z. The DEGs data is from Kim et al [25]. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant.
(TIF) Click here for additional data file.

S10 Fig Overlap analysis of DEGs with genes that are low-H2A. Z and high-H2A.Z genes. A) Overlap of the DEGs in *hta9/hta11* double mutants with low-H2A.Z and high-H2A.Z genes. B) Overlap of DEGs in *pwr-2* mutants from two different data sets with low-H2A.Z and high-H2A.Z genes are shown. C) Overlap of DEGs in *hda9-1* mutants from two different data sets with low-H2A.Z and high H2A.Z genes are shown. D) Overlap of DEGs in *pwr-2* and/or *hda9* with low-H2A.Z and high-H2A.Z genes are shown. Total numbers of genes in respective gene lists are shown in bold. The data source is shown on top. *p-values* refer to hypergeometric probabilities and the significant *p-values* are shown in red. ns = not significant.
(TIF) Click here for additional data file.

S11 Fig H2A.Z-related transcriptional response overlaps with that of *PWR*. A-E) Overlap of DEGs in *pwr-2* compared to Col-0 at 27°C with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. A) Overlap among DEGs. B) Overlap among genes that are up regulated in all genotypes. C) Overlap among genes that are down regulated in all genotypes. D) Overlap among genes that were up regulated in *pwr-2*, but down-regulated in other genotypes. E) Overlap among genes that were down-regulated in *pwr-2*, but up regulated in other genotypes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant. The transcriptome data is from[21, 34, 37].
(TIF) Click here for additional data file.

S12 Fig Overlap analysis of DEGs in *pwr-2* with DEGs in the transcriptomes of *pie1*, *swc6*, *arp6*, *pif4-2* and the *hta9/hta11* double mutants based on Chen et al data. A-E) Overlap of DEGs in *pwr-2* compared to Col-0 with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. A) Overlap among DEGs. B) Overlap among genes that are up regulated in all genotypes. C) Overlap among genes that are down regulated in all genotypes. D) Overlap among genes that were up regulated in *pwr-2*, but down regulated in other genotypes. E) Overlap among genes that were down regulated in *pwr-2*, but up regulated in other genotypes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant. The transcriptome data is from [21, 34, 37].
(TIF) Click here for additional data file.

S13 Fig Overlap analysis of DEGs in *pwr-2* with DEGs in the transcriptomes of *pie1*, *swc6*, *arp6*, *pif4-2* and the *hta9/hta11* double mutants based on Kim et al data. A-E) Overlap of DEGs in *pwr-2* compared to Col-0 with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. A) Overlap among DEGs. B) Overlap among genes that are up regulated in all genotypes. C) Overlap among genes that are down regulated in all genotypes. D) Overlap among genes that were up regulated in *pwr-2*, but down regulated in other genotypes. E) Overlap among genes that were down regulated in *pwr-2*, but up regulated in other genotypes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant. The transcriptome data is from [21, 34, 37].
(TIF) Click here for additional data file.

S14 Fig Comparison of the overlaps between the transcriptional response observed in *pwr-2* in three different datasets and their overlap with the DEGs in *arp6*, *pie1*, *swc6*, *hta9/hta11* and *pif4*. A) Overlap of DEGs in *pwr* compared to Col-0 compiled from all three datasets (excluding genes that did not change in the same direction in the datasets) with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The transcriptome data is from [21, 34, 37]. B) Overlap of the DEGs in *pwr* in the three different datasets. The transcriptome data is from [24, 25] The p-values are shown next to each of the overlaps. C) Overlap among up-regulated genes. D) Overlap among down regulated genes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes (B-D). The significant *p-values* shown in red represent hypergeometric probability for the overlap. ns = not significant.
(TIF) Click here for additional data file.

S15 Fig Overlap analysis of DEGs in *hda9* with DEGs in the transcriptomes of *pie1*, *swc6*, *arp6*, *pif4-2* and the *hta9/hta11* double mutants based on Chen et al data. A-E) Overlap of DEGs in *hda9* compared to Col-0 with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. A) Overlap among DEGs. B) Overlap among genes that are up regulated in all genotypes. C) Overlap among genes that are down regulated in all genotypes. D) Overlap among genes that were up regulated in *hda9*, but down regulated in other genotypes. E) Overlap among genes that were down regulated in *hda9*, but up regulated in other genotypes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant. The transcriptome data is from[21, 34, 37].
(TIF) Click here for additional data file.

S16 Fig Overlap analysis of DEGs in *hda9* with DEGs in the transcriptomes of *pie1*, *swc6*, *arp6*, *pif4-2* and the *hta9/hta11* double mutants based on Kim et al data. A-E) Overlap of DEGs in *hda9* compared to Col-0 in the Kim et al data set with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. A) Overlap among DEGs. B) Overlap among genes that are up regulated in all genotypes. C) Overlap among genes that are down regulated in all genotypes. D) Overlap among genes that were up regulated in *hda9*, but down regulated in other genotypes. E) Overlap among genes that were down regulated in *hda9*, but up regulated in other genotypes. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant. The transcriptome data is from[21, 24, 25, 34, 37].
(TIF) Click here for additional data file.

S17 Fig Comparison of the overlaps between the transcriptional response observed in *hda9* two different datasets and their overlap with the DEGs in *arp6*, *pie1*, *swc6*, *hta9/hta11* and *pif4*. A) Overlap of DEGs in *hda9* compared to Col-0 compiled from two datasets (excluding genes that did not change in the same direction in the datasets) with DEGs in *pie1*, *swc6*, *pif4*, *hta9/hta11* and *arp6*. The total number of DEGs is shown in circles and the numbers in between represent the overlapping set of genes. The transcriptome data is from [21, 24, 25, 34, 37]. B) Overlap of the DEGs in *pwr* in the three different datasets. The p-values are shown next to each of the overlaps. C) Overlap among up-regulated genes. D) Overlap among down regulated genes. The significant p-values shown in red represent hypergeometric probability for the overlap. ns = not significant.
(TIF) Click here for additional data file.

S18 Fig Mutations in *PIE1* compromise temperature-induced hypocotyl and petiole elongation. A) Hypocotyl lengths of various genotypes at 23°C and 27°C. *P-values* for the corresponding GxE interactions determined through ANOVA are shown. The Col-0 and *pwr-2* data is the same as shown in Fig 2A. B) Comparison of the Col-0 and *pie1* mutant leaves grown at 23°C and 27°C. Scale bar: 1cm. Error bars indicate standard error. *p- values*: ***<0.0001, **<0.001, *<0.05.
(TIF) Click here for additional data file.

S1 Table List of DEGs between Col-0 and *pwr-2* at 23°C. (XLSX) Click here for additional data file.

S2 Table List of DEGs between Col-0 and *pwr-2* at 27°C. (XLSX) Click here for additional data file.

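The paper's S2 Table lists 867 genes, 514 as higher and 353 as lower in *pwr-2*. Of these, 862 were tested here by edgeR, and all of them had a fold change in the listed direction. Of the 202 genes past the edgeR threshold, 200 are in the table. DESeq2 with the replicate block and its prior on fold changes, run on the deposited counts, gave the 867 genes of the table, with log2 fold changes within 0.003 of those listed. The table includes 46 genes of the chloroplast and mitochondria, all higher in *pwr-2*. All 867 genes went the same way in both replicate pairs.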

S3 Table List of DEGs between 23°C and 27°C in Col-0. (XLSX) Click here for additional data file.

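The paper's S3 Table lists 30 genes, 11 as higher and 19 as lower at 27°C. The edgeR test covered 28 of these genes, and none of them passed its threshold, although all 28 changed in the listed direction. DESeq2 with the replicate block and its prior on fold changes gave the 30 genes of the table. All 30 changed the same way in both replicates of Col-0.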

S4 Table GO-terms that were significantly enriched in DEGs in *pwr-2* mutants. The GO terms with “response” are given in bold.
(XLSX) Click here for additional data file.

S5 Table GO-terms that were significantly enriched in genes that were up-regulated in *pwr-2* mutants. The GO terms with “response” are given in bold. The GO terms associated with “defense” are highlighted.
(XLSX) Click here for additional data file.

S6 Table List of primers in used in this study. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

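The data are RNA-seq libraries of whole *Arabidopsis thaliana* seedlings, 6 days old, of Col-0 and *pwr-2*, kept at 23°C or moved to 27°C for 2 hours, with 2 biological replicates of each. Library names carry the genotype, temperature and replicate number, and all 8 could be mapped. The authors filtered ribosomal RNA reads with SortMeRNA, aligned reads of 90 bp to TAIR10 with TopHat2 and bowtie2, and counted fragments per gene with featureCounts, requiring that both reads aligned. The paper's text does not name the strand setting or the annotation release. The authors deposited raw counts in a table for each temperature, together with each gene's length. They also deposited a table of normalized values, a signal equal to the raw count divided by 1 factor per library, which was used only to check the counts. Gene length as deposited by the authors was not used for any value.

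All values given beside the paper's sentences were computed from the raw counts. Total counts per library ranged from 7379650 to 15733741. Of 33602 gene identifiers, 32835 had an entry in the annotation of the TAIR10.1 reference, which gave symbols and positions. The main test was edgeR 4.0.16 (quasi-likelihood, in R 4.3.3) with TMM normalization, filterByExpr, the replicate number as a block, and a Benjamini-Hochberg adjusted p under 0.05. The comparisons were *pwr-2* with Col-0 at each temperature, 27°C with 23°C in each genotype, each on 4 libraries, and the interaction on all 8. CPM values used TMM library sizes, and log2 levels a prior count of 2. The standard error of an edgeR fold change was its size divided by the square root of the F statistic of the quasi-likelihood test. A gene at or under 3 counts in both libraries of a group was given a lower bound in place of a fold change. Gene lists were tested with camera and fry in limma 3.58.1 on voom values. Leaving out 1 library left 1 in its group, so these fits gave fold changes and no test. They were made without the replicate block, so differences between replicates enter their fold changes. Figures were drawn with matplotlib 3.10.9.

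The pairing of replicates comes from the paper, which accounts for a batch effect between replicates in its model. As a check, the difference between replicates 1 and 2 was compared between groups across 19844 nuclear genes. Pearson's r was 0.655 between the temperatures in Col-0 and 0.610 in *pwr-2*, and from 0.260 to 0.333 between genotypes. Without the block no gene passed the threshold in any comparison, against 202 between genotypes at 27°C and 80 between temperatures in *pwr-2* with it.

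The tests were tried on simulated counts with the means and library sizes of the real libraries. Spread followed its trend with expression level, without differences between genes of the same level. The replicate effect was common to all groups, while real replicate differences were shared more within than between genotypes. Changed genes were drawn above a set mean count, and each result rests on a single simulated data set. Recovery and false calls in the real data may therefore differ. With 200 genes changed by 2 on the log2 scale, edgeR recovered 154 with 5 false calls over 19105 genes for the genotype comparison at 27°C, and DESeq2 1.42.0 recovered 146 with 6 false calls over 19324 genes. For the interaction, edgeR recovered 60 with 4 false calls over 19681 genes, and DESeq2 70 with 12 false calls over 19936 genes. With no gene changed, edgeR made 0 calls in both designs, and DESeq2 made 0 and 2.

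The genes named are *PWR*, every gene the paper names by symbol, the 11 genes listed as induced in S3 Table, and in each comparison the 3 genes that rose and the 3 that fell most among those past the threshold that changed the same way in both replicate pairs. This rule, the comparisons, the lists and the alternatives were fixed before the data were examined, except where stated. The defense list had 66 symbols, of which 61 matched and gave 57 genes, and the heat-shock list 25 symbols, of which 21 matched. Symbols without a single match in the annotation were left out. The third list holds all chloroplast and mitochondrial genes. Alternatives were DESeq2 size factors, upper-quartile normalization, no filter, a filter of at least 10 counts in every library, nuclear genes alone, no replicate block, all 8 libraries in one fit, DESeq2 with and without its prior on fold changes, an adjusted p under 0.01, for single genes the difference of mean log2(CPM + 1), for lists fry, and each library left out.

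The copy of S1 Table used here lists 35 genes, while the paper gives 36, so no overlap was computed with it. GO terms, and overlaps with H2A.Z, H3K9 acetylation and other mutant data, were not analysed here.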

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

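Tests of sequencing depth, of GC content and exon length, and of larger spread at 23°C were set out before their results were seen. The other tests of explanations in this part, and the observations that follow, were set out only after the result was seen. The comparisons, the gene lists and the alternatives were fixed before the data were examined, except where stated.

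Chloroplast and mitochondrial genes, which the paper does not discuss, were higher in *pwr-2* at 27°C. The median log2 fold change of 82 genes was 2.08, all 82 were higher, and 33 passed the threshold over all genes tested. The list had a p under 0.05 by camera and by fry. At 23°C the direction was the opposite, with a median of -0.89 and 76 of 91 genes lower in *pwr-2*, under 0.05 by camera and not by fry. In fits without the replicate block, that median ran from -5.69, without replicate 1 of *pwr-2* at 23°C, to 3.20, without replicate 1 of Col-0 at 23°C. The share of counts they took differed 173-fold between the replicates of *pwr-2* at 23°C and 22.9-fold between those of Col-0 at 23°C, and 3.23-fold and 1.55-fold between those of Col-0 and *pwr-2* at 27°C, while the mean share in *pwr-2* at 27°C was 3.22-fold that in Col-0 at 27°C. At 27°C both *pwr-2* libraries had a larger share, 3.29% and 2.12%, than both Col-0 libraries, 1.28% and 0.397%. Carry-over of RNA without a poly(A) tail that differs between libraries is consistent with the 173-fold difference. The labels and methods used here give no record of this step, and a genotype effect on organelle transcripts remains open as untested.

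A few named genes moved in opposite directions in the genotypes, or at the temperatures, in both replicate pairs. *PIF4* fell by 0.284 between 23°C and 27°C in *pwr-2* on the log2 scale and rose by 0.37 in Col-0, and between the genotypes it was -0.168 at 27°C and 0.50 at 23°C. *HDA6* rose by 0.042 in *pwr-2* with temperature and changed by -0.12 in Col-0. AT2G15880 changed by -1.115 in *pwr-2* and 1.26 in Col-0, *SBP3* by -2.556 and 1.27, and *CCS* by -2.253 and 0.60. The difference itself was tested by the interaction, and none passed the threshold, with adjusted p from 0.948 to 0.960 in edgeR's quasi-likelihood test. The *HDA6* changes are below their standard errors of 0.142 and 0.212. For AT2G15880, *SBP3* and *CCS* the replicates of Col-0 at 23°C differed more than the temperatures did, with 19 and 1888, 2 and 218, and 72 and 1702 counts. Within the replicate pairs each of them rose in Col-0, by 1.72 and 0.91, 3.71 and 0.15, and 1.09 and 0.17. Fits without the replicate block and without replicate 2 of Col-0 at 27°C gave -2.78, -0.42 and -1.48 in the same order. Without the block and replicate 1 of Col-0 at 23°C they gave -0.03, -0.39 and -0.60. The sign thus depended on whether the replicates were paired. Between the genotypes at 27°C, *PIF4* was -0.127 and -0.186 in the replicate pairs. In fits without the block it was 0.06 without replicate 1 of Col-0 and 0.07 without replicate 2 of *pwr-2*. In fits of the same kind, the change of *HDA6* in Col-0 was 0.15 without replicate 1 at 23°C and 0.05 without replicate 2 at 27°C. That in *pwr-2* was -0.02 without replicate 2 at 23°C and -0.06 without replicate 1 at 27°C. No separate technical test was run for these genes.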

How the results depend on the processing

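The numbers of DEGs depended strongly on the settings. Between *pwr-2* and Col-0 at 27°C, against 202 genes (160 higher, 42 lower), the count was 700 (462 higher, 238 lower) without a filter on low counts, 380 (245 and 135) with at least 10 counts in every library, 924 with DESeq2 and 867 with DESeq2 and its prior. It was 0 with upper-quartile normalization, with all 8 libraries in one fit and at an adjusted p under 0.01, where 3104 and 2714 genes had an unadjusted p under 0.05 in the former 2 settings. DESeq2 size factors gave 246 and nuclear genes alone 149. Between the temperatures in *pwr-2*, against 80 genes (70 higher, 10 lower), the counts were 685 (520 and 165) without a filter, 416 (320 and 96) with the filter of 10 counts, 586 (445 and 141) over nuclear genes alone, 36 with upper-quartile normalization, 636 with DESeq2, 623 with its prior, 84 with DESeq2 size factors, and 0 with all 8 libraries in one fit (897 at an unadjusted p under 0.05) and at an adjusted p under 0.01. At 23°C, in Col-0 and for the interaction, every edgeR setting gave 0 genes, while DESeq2 gave 46, 34 and 25, and with its prior 35, 30 and 22. The cause of these moves was not tested. With each scaling, the median of all genes moved by less than 0.1 on the log2 scale.

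Without the replicate block, the counts at 27°C and in *pwr-2* were 0 and 0, with 2227 and 1154 genes at an unadjusted p under 0.05, and the common biological coefficient of variation rose from 0.284 to 0.357 and from 0.202 to 0.336. A block for each genotype and replicate, over all 8 libraries, was added after seeing the data, because replicate differences were shared more within than between genotypes. It gave 0 genes in *pwr-2*, in Col-0 and for the interaction, with 1986, 1457 and 1961 at an unadjusted p under 0.05.

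Between 27°C and 23°C in *pwr-2*, genes of the list induced in Col-0 changed sign under some settings. *XTH6* was -0.003885 with all 8 libraries in one fit. *HSP17.6A* was -0.171 with no replicate block, -0.04641 with all 8 libraries and -0.005625 with DESeq2 and its prior. *HSP17.6II* was -0.5818, -0.3216 and -0.06589 in the same order. The interaction of *HSP90.1* was 0.01417 with DESeq2 and its prior and 0.1107 with the block for each genotype and replicate. The main values were 0.31, 1.10, 0.18 and -0.71, and the cause was not tested. Among the other values of single named genes under these settings, 62 fell short of the threshold, 24 came past it, 17 moved by more than the replicate spread, and 450 stayed on their side of the threshold or within that spread, 1 of them with the opposite sign. With 1 library and the replicate block left out, 89 of 256 values moved by more than the replicate spread. Of these, 13 moved to the opposite sign, and 13 of the other 167 also changed sign, in 19 of 53 results. Since the block was dropped too, these moves do not show the effect of the library alone. Between the temperatures in *pwr-2*, without replicate 1 at 23°C *IRT1* went from -3.71 to 3.46, *HSP17.6A* from 1.10 to -1.16, *HSP17.6II* from 0.18 to -1.56, *HSP17.4* from 1.58 to -0.89, AT2G29500 from 1.89 to -0.38 and AT1G07400 from 1.57 to -0.36. All of these except *IRT1* also changed sign, to below 0, without replicate 2 of *pwr-2* at 27°C. *XTH6* was -0.33 without replicate 2 of *pwr-2* at 23°C, and *YUC8* changed sign in both genotypes. The other changes of sign among these 53 results were in the interaction, mostly without replicate 2 of *pwr-2* at 23°C. Values of named genes outside these 53 results changed sign too.

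The median response in *pwr-2* minus that in Col-0 of the 11 genes was from -1.71 to -1.43 under the 6 other settings set before the data were examined, -0.87 with the block for each genotype and replicate that was added after seeing the data, and from -2.454 to 1.685 across the 8 fits that each left out one library. These 8 fits also left out the replicate block. The median was 1.685 only without replicate 2 of *pwr-2* at 23°C. The median of the defense list at 27°C was 1.178, and stayed between 0.72 and 1.37 under the alternatives with the camera test, all past its threshold. With fry its p was 0.0656. Leaving out one library gave 0.802 to 1.196, with 0.802 without replicate 2 of Col-0 at 27°C. The median of the organelle genes was 1.68 to 2.15 under the alternatives and 1.653 to 2.637 across the fits that left out one library. Nuclear genes alone leave no member of that list. The correlation between replicate pairs of the genotype difference at 27°C was 0.5804 in genes with a mean of at least 100 counts and 0.519 in nuclear genes, against 0.526, and at 23°C it was -0.105 and -0.0831, against -0.0922.

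Depth limits genes near the floor of 3 counts, such as *BGL2* and *CYP71B22*, for which only lower bounds are given, and *FT*, which had at most 9 counts in a library.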

Differences from the paper's values

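For each number of DEGs, the paper's value was higher than the count from the edgeR test. At 23°C the paper gives 36 DEGs between *pwr-2* and Col-0, and the count was 0. Of the alternatives set before the data were examined, DESeq2 with the replicate block gave 46 and with its prior 35, within 1.5 times the paper's value, and the other settings gave 0. At 27°C the paper gives 867 and the count was 202. It was 700 without a filter, 924 with DESeq2 and 867 with its prior, while the settings with 246, 380, 149 and 0 genes stayed apart. In Col-0 the paper gives 30 DEGs between temperatures against 0, with 34 from DESeq2, 30 with its prior and 0 in the other settings. In *pwr-2* the paper gives 623 against 80, with 685 without a filter, 416 with at least 10 counts in every library, 586 over nuclear genes alone, 636 from DESeq2 and 623 with its prior, while 84, 36 and 0 from the other settings stayed apart. The paper's methods name DESeq2 with the batch effect between replicates in the model, and DESeq2 with the replicate block and its prior gave the genes listed in S2 and S3 Tables.

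The log2 fold changes that the paper's S3 Table gives for Col-0 were smaller than those of the edgeR fit. The paper's value was 1.42 for *HSP17.6A* against 2.60, 1.46 for *HSP17.6II* against 3.43, 1.47 for AT5G12110 against 1.95, and 1.67 for *HSP90.1* against 2.16. It was 1.77 for *HSP17.4* against 3.10, 1.80 for *Hop3* against 2.49, 1.80 for AT5G51440 against 2.63, and 1.85 for AT1G07400 against 2.93. DESeq2 with the replicate block and its prior, which shrinks fold changes, gave 1.43, 1.46, 1.47, 1.67, 1.78, 1.80, 1.80 and 1.85 in the same order. For *HSP90.1*, the fit without the block gave 2.02 and the fit of all 8 libraries 2.02, which differ from the paper's value by less than the larger of the SD between replicate pairs here and the paper's standard error. Without replicate 2 of Col-0 at 23°C, the values of AT5G12110 (1.76), *HSP90.1* (1.39), *Hop3* (1.90), AT5G51440 (1.92) and AT1G07400 (1.85) came within that larger error. Without replicate 1 of Col-0 at 27°C, those of AT5G12110 (1.55), *HSP90.1* (1.34), *HSP17.4* (1.67), *Hop3* (2.21) and AT5G51440 (1.95) did. The other alternatives set before the data were examined did not close these gaps.

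The paper states that most genes induced by the higher temperature in Col-0 were not induced in *pwr-2* (S7 Fig). Here 10 of the 11 genes rose in replicate 1 of *pwr-2*, with a median log2 fold change of 3.43 against 2.59 in replicate 1 of Col-0, and 8 rose in replicate 2, with 0.58 against 2.47.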

Other observations

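The genotype difference at 27°C ran along the difference between the 2 Col-0 replicates at 23°C, with which it shares no library. Across 19936 genes, Pearson's r was 0.722 between the mean difference of *pwr-2* and Col-0 at 27°C and replicate 1 minus replicate 2 of Col-0 at 23°C, and 0.510 and 0.715 for the 27°C replicate pairs taken alone. Of the 867 genes of S2 Table, 845 (97.5%) had the same sign in both, as did 201 of the 202 genes past the edgeR threshold, against 70.8% of all genes. Of the 160 genes that were higher in *pwr-2*, all were also higher in replicate 1 than in replicate 2 of Col-0 at 23°C, and 41 of the 42 that were lower were lower there. Hence 2 libraries of 1 genotype and temperature differed along the same genes as the mutant and the wild type. Sharing no library does not make these differences independent. Across nuclear genes, the replicate difference of Col-0 at 23°C had an r of 0.655 with that of Col-0 at 27°C. On principal component 1, replicate 2 of Col-0 lay at 94.6 at 23°C and 98.1 at 27°C, and replicate 1 at -79.0 and -0.833. Part of the correlation may come from this shared replicate difference.

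Several technical explanations are argued against by the tables. In 2283 genes with a mean of at least 1000 counts r was 0.817, which excludes low depth as the whole cause. After the trend with GC content and exon length was removed from each library r was 0.728, over the 99.5% of genes with both values, although this correction moved the differences by an SD of only 0.0598. An exchange of genotype labels is excluded by *PWR*, whose lowest level in a Col-0 library was 2.14 times its highest level in a *pwr-2* library. An exchange of the temperature labels of Col-0 replicate 1 would lower heat-shock genes in its library named 27°C. Of 20 heat-shock genes 14 were higher there, which did not decide, and a further test was chosen after this count was seen. Of the 12 that rose more than 2-fold in replicate 2 of Col-0, 11 were higher in replicate 1 too, with a median rise of 1.88 on the log2 scale, which argues against an exchange. A change of scale through the share of organelle transcripts is also argued against. It would move all nuclear genes alike and so give no correlation across them, while r was 0.718 with nuclear genes alone. Whether another difference between libraries goes along with this share was not tested. Other explanations stay open. A genotype effect shared by both temperatures would give a positive correlation between the genotype differences at 23°C and 27°C, which was 0.217, but Col-0 at 23°C enters one of these and has the most unequal replicates. A state of the seedlings that varied between libraries, such as stress or infection, may be a candidate explanation. Replicates of *pwr-2* at 23°C, which share no library with either difference, ran along the genotype difference at 27°C with an r of only 0.177, which does not decide. A biological effect of *PWR* on these genes is also open, and further replicates would be needed to separate them.

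The larger number of DEGs at 27°C than at 23°C was tested against 2 technical explanations. With nuclear genes alone 149 genes passed the threshold at 27°C and 0 at 23°C, where 878 had an unadjusted p under 0.05. The difference in number thus remained among nuclear genes. Leaving the organelle genes out moved the median log2 fold change by only 0.00336 at 27°C and 0.0176 at 23°C. Because the scale hardly moved, these counts cannot decide whether a shift of the scale by organelle transcripts was the cause. Counts were also simulated 10 times with the fold changes of 27°C and the spread of 23°C, and analysed by DESeq2 with the replicate block and its prior. The median was 619 DEGs (556 to 653), against 1067.5 (990 to 1114) with the spread of 27°C and 62 (51 to 78) with fold changes and spread of 23°C. The larger spread at 23°C thus lowered the count but is unlikely to be the whole cause. The simulation takes the fitted fold changes as true.

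Heat-shock genes were high in replicate 2 of *pwr-2* at 23°C. The mean log2 level of 20 heat-shock genes was 2.891 higher in it than in replicate 1 of the same group, and near that of *pwr-2* at 27°C. An exchange of the temperature labels of *pwr-2* replicate 2 is argued against by the other genes. Over 19824 nuclear genes outside the list, the temperature difference in replicate 2 had an r of 0.501 with that in replicate 1, where an exchange would give a negative value. Warming of these seedlings, or of the tissue at harvest, may be a candidate explanation, but cannot be told apart from other causes because no record of handling was used. Between 27°C and 23°C the heat-shock list had a median log2 fold change of 1.58 in Col-0 and 0.88 in *pwr-2*, and the latter was 2.87 without this library. Between the genotypes the list had a median of 0.72 at 27°C and 0.64 at 23°C, with -0.83 at 23°C without this library. Its interaction had a median of -0.54, and 1.42 without this library. On all libraries, camera gave a p under 0.05 for the list in each comparison except the interaction, and fry in none. Of the 11 genes induced in Col-0, those that are also in this list were picked by the study from these libraries.

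Genes that the paper measured by PCR in other experiments had the following values in these libraries. *PIF4* (AT2G43010) had 85.6 ± 8.89 CPM (SD, n = 2) at 23°C and 112 ± 21.5 (SD, n = 2) at 27°C in Col-0, and 122 ± 22.2 (SD, n = 2) and 101 ± 22.2 (SD, n = 2) in *pwr-2*, and its interaction was -0.64 on the log2 scale (standard error 0.343, adjusted p = 0.948 in edgeR's quasi-likelihood test). *YUC8* (AT4G28720) changed by 0.10 with temperature in Col-0 and -0.06 in *pwr-2*, with 14 to 52 counts in a library. *HSP70* (AT3G12580) rose by 1.54 in Col-0 (adjusted p = 0.943) and 1.96 in *pwr-2* (adjusted p = 0.182), both from the same edgeR test. The rise was 0.785 and 2.32 in the replicates of Col-0, and 3.148 and 0.782 in those of *pwr-2*. The interaction of *HSP70* was 0.238 (standard error 1.306), with 2.362 in replicate 1 and -1.538 in replicate 2. It was -1.179 without replicate 1 of Col-0 at 23°C. *FT* (AT1G65480) had 9 counts in replicate 2 of *pwr-2* at 23°C, 1 in replicate 1 of *pwr-2* at 27°C and 0 in the other libraries. *HDA9*, *PIE1*, *ARP6*, *SWC6*, *HTA9*, *HTA11*, *HDA6* and *HDA19*, which the paper also names, passed the threshold in none of the comparisons in the edgeR test.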
